# Ozone‐induced changes in the murine lung extracellular vesicle small RNA landscape

**DOI:** 10.14814/phy2.15054

**Published:** 2021-09-23

**Authors:** Gregory J. Smith, Adelaide Tovar, Matt Kanke, Yong Wang, Jessy S. Deshane, Praveen Sethupathy, Samir N. P. Kelada

**Keywords:** air pollution, exosomes, extracellular vesicles, inflammation, lung, microRNA, mouse, ozone

## Abstract

Inhalation exposure to ozone (O_3_) causes adverse respiratory health effects that result from airway inflammation, a complex response mediated in part by changes to airway cellular transcriptional programs. These programs may be regulated by microRNAs transferred between cells (e.g., epithelial cells and macrophages) via extracellular vesicles (EV miRNA). To explore this, we exposed female C57BL/6J mice to filtered air (FA), 1, or 2 ppm O_3_ by inhalation and collected bronchoalveolar lavage fluid (BALF) 21 h later for markers of airway inflammation, EVs, and EV miRNA. Both concentrations of O_3_ significantly increased markers of inflammation (neutrophils), injury (total protein), and the number of EV‐sized particles in the BALF. Imagestream analysis indicated a substantial portion of particles was positive for canonical EV markers (CD81, CD51), and Siglec‐F, a marker of alveolar macrophages. Using high‐throughput small RNA sequencing, we identified several differentially expressed (DE) BALF EV miRNAs after 1 ppm (16 DE miRNAs) and 2 ppm (99 DE miRNAs) O_3_ versus FA exposure. O_3_ concentration‐response patterns in EV miRNA expression were apparent, particularly for miR‐2137, miR‐126‐3p, and miR‐351‐5p. Integrative analysis of EV miRNA expression and airway cellular mRNA expression identified EV miR‐22‐3p as a candidate regulator of transcriptomic responses to O_3_ in airway macrophages. In contrast, we did not identify candidate miRNA regulators of mRNA expression data from conducting airways (predominantly composed of epithelial cells). In summary, our data show that O_3_ exposure alters EV release and EV miRNA expression, suggesting that further investigation of EVs may provide insight into their effects on airway macrophage function and other mechanisms of O_3_‐induced respiratory inflammation.

## 1 INTRODUCTION

Ozone (O_3_) is a highly reactive, oxidant air pollutant associated with significant adverse respiratory health effects including airway inflammation and exacerbation of respiratory diseases such as asthma (Al‐Hegelan et al., 2011). Observations of the health effects of O_3_ date to the mid‐19th century (Schönbein,), and yet, knowledge of the underlying mechanisms is still incomplete. Ground level O_3_ concentrations in many regions regularly exceed the current US national standard (0.07 ppm) (U.S. Environmental Protection Agency, 2020) and O_3_‐induced airway inflammation can occur at even lower concentrations (Kim et al., 2011). Given that ambient O_3_ concentrations are expected to rise in the coming decades due to climate change (Pfister et al., 2014), research to identify the mechanisms by which O_3_ causes respiratory health effects is still an imperative.

Inhaled O_3_ reacts rapidly with the airway surface lining liquid to generate reactive oxygen species, lipid peroxides, and other products that induce a complex and dynamic respiratory tract response (Mudway & Kelly, 2000; Pryor et al., 1995). Inflammation occurs up to 48 h following a single exposure, initiated in part, by the release of cytokines and marked by edema and the influx of neutrophils to the lung (Mudway & Kelly, 2000). Following the cessation of exposure, the anti‐inflammatory and pro‐resolving activities of the respiratory tract and innate immune cells restore homeostasis by about 72 h (Kilburg‐Basnyat et al.,).

Alveolar macrophages and epithelial cells are two airway cell types with readily apparent functional responses to O_3_ (Al‐Hegelan et al., 2011). Alveolar macrophages show reduced phagocytosis (Gilmour et al., 1991) and enhanced antigen presentation activity (Lay et al.,). Epithelial cell barrier dysfunction and damage are evidenced by the presence of an intra‐alveolar, albumin‐rich exudate following O_3_ exposure (Hollingsworth et al., 2007). Shared functional responses, albeit differing with respect to timing and precise mediators, include the release of pro‐inflammatory cytokines (e.g., IL‐6 (Devlin et al., 1991), IL‐1 family (Michaudel et al., 2016), TNFα (Fakhrzadeh et al., 2008)) and altered production/activity of other proteins (e.g., surfactant (Haque et al., 2007), metallothionein (Inoue et al., 2008), matrix metalloproteinases (Yoon et al., 2007)), and small molecules (e.g., antioxidants (Behndig et al., 2009), eicosanoids (Devlin et al., 1991), specialized pro‐resolving lipid mediators (Kilburg‐Basnyat et al.,)).

Underlying the functional cellular responses of airway macrophage and epithelial cells to O_3_ are alterations in inflammatory, immune, and oxidative stress response gene expression programs. Transcriptomic and proteomic studies have better illuminated the landscape of gene expression responses to O_3_, revealing the involvement of the protease/anti‐protease system (Kesic et al., 2012), heat shock proteins (Nadadur et al., 2005), NRF2 (Cho et al., 2013, 2013), and NF‐kB family transcription factors (Jaspers et al., 1997). Although the gene expression landscape of the airway response to O_3_ is becoming clearer, the precise mechanisms regulating gene expression responses to O_3_ are unknown.

Extracellular vesicles (EVs) have emerged as an important means of airway intercellular communication and may directly influence gene expression responses of the respiratory tract (Guiot et al., 2019; McVey et al., 2019; Raposo & Stoorvogel, 2013). EVs are a heterogeneous population of nanometer scale, lipid membrane‐bound particles, which includes exosomes and microvesicles (Raposo & Stoorvogel, 2013). EVs carry several classes of cargo including small RNAs such as microRNAs (miRNA) (Crescitelli et al., 2013). miRNAs regulate gene expression post‐transcriptionally by destabilizing or inhibiting the translation of target mRNAs, and a single miRNA can regulate hundreds of different mRNAs (Bartel, 2018). EV‐derived miRNAs (EV miRNAs) are readily detectable in the airway lumen and are taken up by respiratory tract cells including airway macrophages and epithelial cells (Guiot et al., 2019). As such, EVs represent a unique mechanism for the transfer of miRNA and intercellular miRNA‐mediated regulation of airway gene expression.

Inflammatory lung diseases including asthma (Levänen et al., 2013), idiopathic pulmonary fibrosis (Njock et al., 2018), and chronic obstructive pulmonary disease (COPD) (Fujita et al., 2015) as well as oxidant‐ or allergen‐induced lung inflammation (Lee et al., 2019; Pua et al., 2019) are associated with altered airway EV miRNA profiles. In addition, there is growing evidence that EV miRNAs directly alter airway cellular gene expression to change cellular phenotype. For example, studies have demonstrated their direct effects on myofibroblast and macrophage differentiation (Ismail et al., 2013; Saha et al., 2016) and protein secretion by epithelial cells (Gupta et al., 2019). Thus, it is likely that EV miRNA play functional roles in O_3_‐induced inflammation (Andres et al., 2020); however, the extent to which O_3_ exposure affects EV miRNA expression is unknown. We hypothesized that O_3_ exposure dysregulates airway EV miRNAs, thereby affecting target mRNA expression in cells of the airway including epithelial cells and macrophages. To investigate this, we conducted high‐throughput small RNA sequencing of miRNA isolated from murine airway EVs following filtered air (FA), 1. and 2 ppm O_3_ exposure and used an integrative bioinformatics approach to identify putative EV miRNA regulators of gene expression in airway macrophages and conducting airways. Our results provide a characterization of the murine airway EV miRNA landscape after ozone exposure, including specific EV miRNAs that may act as regulators of O_3_‐induced gene expression changes in the airway.

## 2 MATERIALS AND METHODS

### 2.1 Animals

Adult (Cho et al., 2013; Cobos Jiménez et al., 2014; Crescitelli et al., 2013) female C57BL/6J mice were purchased from the Jackson Laboratory and used for all experiments. We used female mice because prior data have shown greater inflammatory responses to O_3_ in this sex. Specifically, female mice display increased pro‐inflammatory gene expression profiles, secretion of cytokines and chemokines, and neutrophil influx in response to acute O_3_ exposure (Cabello et al., 2015; Mishra et al., 2016), thus focusing on this sex could provide an opportunity to detect a more dynamic transcriptional response. Mice were housed in cages at a maximum density of five per cage on ALPHA‐Dri bedding (Shepard) under standard 12 h lighting conditions, with ad libitum access to food (Envigo 2929) and water. After a 1‐week acclimation period, mice were randomly assigned to different exposure groups. The sample size for each group is indicated in the figure legends. All experiments were conducted within an AAALAC approved facility and were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of North Carolina at Chapel Hill.

### 2.2 Ozone exposures

Whole body inhalation exposures to filtered air (FA), 1, or 2 ppm O_3_ for 3 h were conducted as previously described (Smith et al., 2019; Tovar et al., 2020). Environmental conditions for each experiment, including mean O_3_ concentration (Supplemental Figure S1), temperature, and relative humidity were recorded (Supplemental Table S1).

### 2.3 Bronchoalveolar lavage

Mice were euthanized 21 h following cessation of exposure with a lethal dose of urethane (2 g/kg, i.p.) followed by exsanguination. We chose a 21‐h time point based on our previous work (Tovar et al., 2020) which showed abundant transcriptional responses to ozone at this time point.

Bronchoalveolar lavage was conducted with a 21‐gauge catheter inserted in the trachea. The lung was then gently lavaged twice (1 × 0.5 ml, 1 × 1 ml) with ice‐cold PBS containing complete protease inhibitor cocktail (Roche) using a 1‐ml syringe. Collected bronchoalveolar lavage fluid (BALF) was centrifuged (400 x g, 10 mins, 4ºC) to pellet cells. Red blood cells were lysed with hypertonic saline and the remaining white blood cells were resuspended in Hank's Balanced Salt Solution and counted by hemocytometer and mounted on slides via cytospin. Cytospin slides were stained with Kwik‐Diff (Shandon). Two investigators, blinded to the exposure group, performed differential cell counts (minimum 300 cells per slide).

### 2.4 EV isolation and characterization

After the removal of cells from BALF, a second centrifugation was performed (16,000 x g, 10 mins, 4ºC) to pellet cellular debris and larger vesicles (e.g., apoptotic bodies). The concentration and size distribution of particles within the BALF supernatants were measured using the Nanosight NS500 Nanoparticle Tracking Analysis system (Malvern Panalytical) at the UNC Nanomedicines Characterization Core Facility. BALF supernatant samples were diluted 1:100 in 0.02‐μM filtered PBS prior to loading on the NTA instrument. This level of dilution provided visualization of between 10 and 50 particles/frame. Five individual, 40‐s long, motion captures of the suspended particles were analyzed using Nanosight software v3.2 (Malvern Panalytical). Specific camera settings included camera levels of 14–16 and detection thresholds of 4–5. Nanoparticle Tracking Analysis instrument calibration was performed using 100 nm polystyrene beads (Malvern Panalytical).

### 2.5 ImageStream analysis of EVs

Intact EVs were isolated from BALF using an ExoRNeasy column purification and eluted in 400 µl of buffer XE (Qiagen). ImageStream analysis was performed on eluted EVs (Hough et al., 2018). EVs were stained with the following antibodies: FITC‐conjugated anti‐mouse CD326 (EpCAM, clone G8.8, Life Technologies). PE‐conjugated anti‐mouse CD81 (clone Eat‐2), PE‐Cy7‐conjugated anti‐mouse CD9 (clone MZ3), PE‐Cy7‐conjugated anti‐mouse CD31 (clone 390), Alexa 594‐conjugated anti‐mouse CD11b (clone M1/70), BV421‐conjugated anti‐mouse CD170 (Siglec‐F, clone S17007L), APC‐conjugated anti‐mouse CD63 (clone NVG‐2) and APC‐conjugated anti‐mouse CD170 (Siglec‐F, clone S17007L) purchased from BioLegend. FITC‐conjugated anti‐mouse Ly6G (clone 1A8) and BV421‐conjugated anti‐mouse CD51 (clone RMV‐7) purchased from BD Biosciences. Unstained control, single color staining, and calibration beads were used to calibrate the machine and adjust compensation. The stained samples were imaged at 60X magnification without extended depth of field. The data were acquired on channels Ch01, Ch02, Ch03, Ch04, Ch06, Ch07, Ch09, Ch11, and Ch12. Ch01 and Ch09 were used as bright field channels, whereas Ch12 was used for side‐scatter. A total of 5,000 events were acquired, gating on forward‐ and side‐scatters, as well as aspect ratio and area. The acquired data were analyzed using IDEAS software version 6.2 (EMD Millipore).

### 2.6 EV small RNA isolation and sequencing

BALF samples were pooled into groups of three to four and total RNA was isolated from pooled samples using an ExoRNeasy Serum/Plasma Midi kit (Qiagen). Column‐bound EVs were lysed with Qiazol and total EV RNA was isolated using a Qiagen RNeasy MinElute spin column (Qiagen). Prior to sequencing, the yield and integrity of small RNA from isolated and lysed EVs were measured using an Agilent 2100 Bioanalyzer with small RNA chip, and an example result is shown in Supplementary Figure S4B. Small RNA sequencing libraries were prepared using a BioO Scientific NEXT Flex‐v3 kit. Single end sequencing was performed on the Illumina HiSeq 4000 platform at the UNC High‐Throughput Sequencing Facility (University of North Carolina, Chapel Hill, NC, USA).

### 2.7 EV small RNA expression analysis

Using miRquant 2.0 (Kanke et al., 2016), small RNA reads were trimmed of adapters, aligned to the *Mus musculus domesticus* reference genome (assembly NCBI37/mm9), and miRNAs and isomiRs (miRNA sequence variants) were quantified. Small RNA Bioanalyzer results, read length and mapping statistics are presented in the results section and Supplemental Figures S4 and S5.

In follow‐up analyses, we performed qRT‐PCR to quantify miR‐22 levels. cDNA synthesis was performed on 10 ng of EV‐derived RNA using a TaqMan advanced miRNA cDNA Synthesis kit (ThermoFisher Scientific). miRNA qPCR reactions were performed in triplicate on a BioRad CFX 384 Touch Real‐Time PCR detection system using TaqMan Fast Advanced qPCR Master Mix (ThermoFisher Scientific) according to the manufacturer's instructions. 

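In the small RNA sequencing of 9 pools of EV RNA, 3 each from mice exposed to filtered air (FA), 1 ppm O_3_ or 2 ppm O_3_, the level of miR-23a-3p had a coefficient of variation of 10.8% over all pools, the second lowest (rank 2) of the 461 entries with a mean above 50 RPMMM (miRNA reads scaled to the same total in each pool), whose median was 50.6%. Its hairpin lies on chromosome 8 of mm9 from 86732417 to 86732491 on the plus strand. The mean level was 19708 ± 497 RPMMM (SD, n = 3 pools) in FA, 23858 ± 304 RPMMM after 1 ppm O_3_ and 21114 ± 2842 RPMMM after 2 ppm O_3_. Compared with FA, the log2 fold change was 0.28 after 1 ppm O_3_ (adjusted p = 0.112 from limma) and 0.09 after 2 ppm O_3_ (adjusted p = 0.449 from limma), and 15 of the 27 pairs of pools from different exposures rose with the concentration (exact permutation test, two-sided, p = 0.831). The value changed with the scaling of the pools. It was 30.3% (rank 136 of 498) with the total taken without the entries of miR-2137 and of the hairpins without a match in the RefSeq gene table, a scaling added after the data were seen. It was 25.3% (rank 92 of 455) when the pools were scaled by the median ratio of their miRNAs in place of the total, and all 27 pairs then rose with the concentration (exact permutation test, two-sided, p = 0.00119, the smallest that these pools allow).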

TaqMan Advanced miRNA assays for miR‐22‐3p (mmu481004_mir) and miR‐23a‐3p (mmu478532_mir) were used for RT‐qPCR expression analysis. miR‐23a‐3p was used for normalization based on its low coefficient of variation in expression across samples measured by small RNA sequencing. miRNA levels are expressed as relative quantitative values (RQVs) and statistical analyses were conducted using dCq values.

### 2.8 EV miRNA target mRNA prediction

miRNA target site enrichment analysis was performed on lists of O_3_‐responsive genes from our previously published (Tovar et al., 2020) RNA sequencing analysis of airway macrophages (isolated from BALF) and conducting airway tissues (microdissected from lungs preserved in RNAlater (ThermoFisher Scientific) using the bioinformatics algorithm mirRhub (Baran‐Gale et al., 2013). Using a list of up‐ or downregulated genes as an input, miRhub was used to determine if any miRNA target sites were significantly over represented in these lists of previously identified O_3_‐responsive genes (Tovar et al., 2020) compared to randomly generated gene lists. Only miRNAs that were conserved in two other species and whose expression was directionally opposed to the tissue mRNA patterns across the exposure groups were considered. For a designated contrast, both the miRNA and mRNA were required to be significantly differentially expressed (fold change of ±2, *p*‐adjusted <0.05).

### 2.9 Statistical analysis

Statistical analyses were conducted using R (version 3.6.1). For analysis presented in Figure 1b, and Supplemental Figure S2 a Box‐Cox procedure was used to determine an appropriate transformation of the data to reduce heteroscedasticity and conform to a normal distribution prior to ANOVA and Tukey's HSD post hoc tests for group comparisons. In Figure 1c, d, linear regression models were used to determine whether any statistically significant concentration–response trends were present. *T*‐tests were used for Figure 2 to compare 2 ppm O_3_ to the FA group.

**FIGURE 1:**
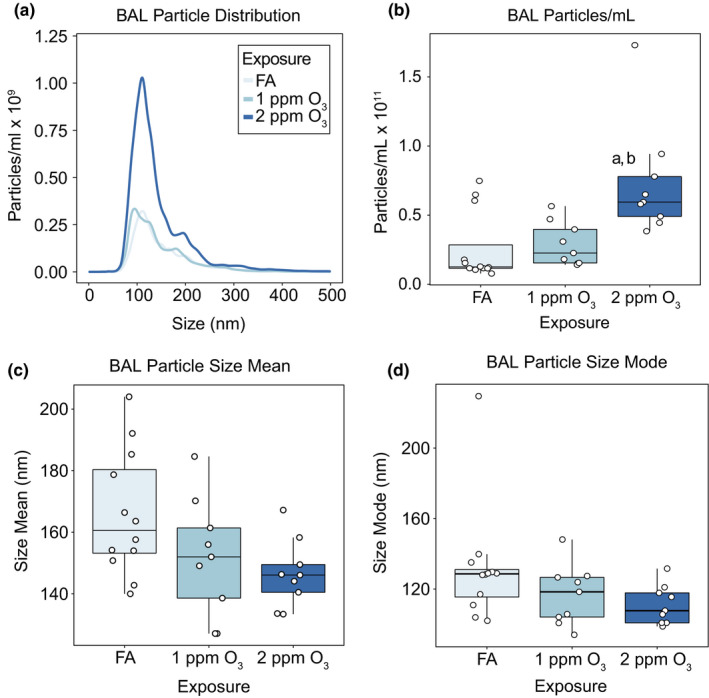
O_3_ exposure causes increases in EV‐sized particles in the lung. Female C57BL/6J mice were exposed to filtered air (FA; n = 12), 1 (n = 9), or 2 (n = 9) ppm O_3_ for 3 hours and bronchoalveolar lavage fluid was collected 21 hours later for isolation and analysis of extracellular vesicles. (A) Size distribution, (B) total concentration, (C) size mean, and (D) size mode of particles in BALF samples were measured by nanoparticle tracking analysis. Results are depicted in (A) as the mean particle‐size distribution. In (B‐D) Box‐and‐Whisker plots depict the minimum, first quartile, median, third quartile, and maximum of the data with all points overlaid. a: *p* < 0.05 compared to the FA group, b: *p* < 0.05 compared to the 1 ppm group. In (C) and (D), linear regression models demonstrated significant relationship between O_3_ concentration and size, mean and mode, p‐value =0.016 and 0.049, respectively

**FIGURE 2:**
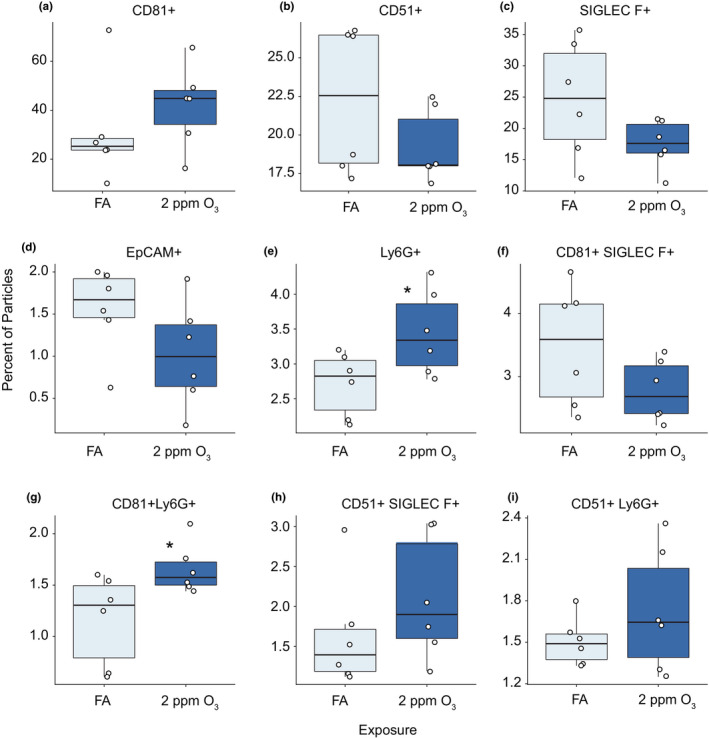
Imaging flow cytometry analysis of BALF EVs. Percentage of EVs positive for (A) CD81, (B) CD51, (C) Siglec‐F, (D) EpCAM, (E) Ly6G, (F) CD81 and Siglec‐F, (G) CD81 and Ly6G, (H) CD51 and Siglec‐F, and (I) CD51 and Ly6G. EVs were isolated for ImageStream analysis from mice 21 hours following a 3‐hour exposure to FA or 2 ppm O_3_. n = 6 per group. Need to add some indication of stat test results here

## 3 RESULTS

### 3.1 Ozone (O_3_) inhalation causes inflammation and increased extracellular vesicle (EV)‐sized particles in the lung

We exposed female C57BL6/J mice to filtered air (FA), 1, or 2 ppm O_3_ for 3 h and collected bronchoalveolar lavage fluid (BALF) 21 h later for isolation of EVs and measurement of lung inflammation and injury. As previously reported (Tovar et al., 2020), BALF samples from both 1‐ and 2‐ppm O_3_‐exposed mice exhibited characteristic pulmonary inflammatory phenotypes including significant increases in cellularity, driven primarily by neutrophils, and injury as measured by increased total protein compared to FA (control) mice (Supplemental Figure S2). Both tissue injury and inflammation were most severe in the 2‐ppm O_3_‐exposed group compared to the 1‐ppm O_3_ group.

We measured the number of particles in BALF supernatants across a size range of ~50–1000 nm by nanoparticle tracking analysis. We observed a concentration‐dependent increase in the total number of particles in the size range of EVs, roughly 50–400 nm (Figure 1a). The increase in BALF particle concentration was statistically significant at 2 ppm O_3_ compared to the 1‐ppm O_3_ and FA groups (Figure 1b). Additionally, we observed modest shifts in the particle size distributions across treatment groups, with both the means and modes of particle size indicating a statistically significant decreasing trend from FA to 2 ppm O_3_ (Figure 1c, d). In an independent experiment, we compared the particle distributions in BALF supernatants (as in Figure 1a, b) with the distribution of BALF EVs isolated by membrane affinity column separation from aliquots of the same BAL supernatant samples (Supplemental Figure S3). Although column purification reduced the overall particle number, an increase in particle number remained evident in post‐column EVs from mice exposed to 2 ppm O_3_ compared to FA.

### 3.2 EV characterization by imaging flow cytometry

To assess the relative proportions of exosomes and microvesicles in BALF EV samples and provide estimates of their cellular source(s), we isolated and eluted intact BALF EVs for imaging flow cytometry. We observed a high proportion of BALF EVs expressing typical markers of exosomes (~25–40%, CD81) and microvesicles (~20%, CD51), respectively (Figure 2). Expression of other markers indicative of cell‐type origin, such as Siglec‐F (alveolar macrophages), EpCAM (epithelial cells), CD11b (non‐resident monocytes/macrophages), and Ly6G (neutrophils), each comprised a small proportion of the total EV particles (Figure 2 and Supplemental Table S2). There were more Ly6G‐positive EVs and exosomes (CD81^+^, Ly6G^+^) in 2‐ppm O_3_‐exposed mice (Figure 2 and Supplemental Table S2). We did not detect statistically significant effects of O_3_ exposure on the expression of the other EV or cell‐type markers, although an increase in exosomes (EVs expressing CD81) was noted (Figure 2a).

### 3.3 Ozone (O_3_) induces miRNA expression changes in lung EVs

To obtain sufficient quantities of small RNA for downstream sequencing, we pooled BALF from three to four mice per treatment group, isolated EV‐total RNA from each of the pools, and characterized RNA abundance and size distributions. RNA abundance did not differ between groups (Supplemental Figure S4a), and RNA contents from each pool were predominantly in the size range of 20–40 nucleotides (Supplemental Figure S4b). To identify O_3_‐responsive EV miRNAs, we performed high‐throughput small RNA sequencing (small RNA‐seq) on each of the pooled EV RNA samples (n = 3 pools/exposure group). 

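The values deposited by the authors for this experiment were RPMMM, made with miRquant 2.0 from reads aligned to mm9, for the same entries in each of the 9 pools. Of these entries, 427 were mature miRNAs listed by genomic copy and 881 were isomiRs, which carry a suffix for the shift of their 5′ end, from 299 hairpins. The FA pools held BALF from 4 mice each and the O_3_ pools from 3 mice each, so that pool size and exposure to O_3_ could not be separated. The paper's supplement lists 1 exposure run for each O_3_ concentration and 2 for FA, without a match to pools. If the pools of a concentration came from that run, its effects cannot be separated from those of the concentration. The p-values rest on the spread between pools, not between exposure runs. Exposures lasted 3 h and BALF was collected 21 h later. From these values, log2(RPMMM + 1) was compared between exposures with limma in one model of the 9 pools with a trend of the variance on the mean, and p-values were adjusted by the Benjamini-Hochberg method over the 461 entries with a mean above 50 RPMMM. An entry was called differentially expressed (DE) at an adjusted p below 0.05 and a fold change of at least 2. Because 1 is added before the log, the size of the log2 fold change of entries listed at 0 in an exposure depends on this choice. Entries of near-identical genomic copies share reads, and their values are not independent. Of the 299 hairpin names, 291 matched a gene of the RefSeq table of GRCm38.p6 and 8 did not, among them miR-5102, miR-5105, miR-5109 and miR-5115.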

We obtained 44 million reads per sample on average, 78% of which were unambiguously mapped to the reference mouse genome (Supplemental Figure S5a). The bulk of mapped reads (~70–90%) were in the range of 30–35 nucleotides and mapped to tRNA, suggestive of tRNA‐derived RNA fragments (tDRs) (Supplemental Figure S5b and c). miRNAs constituted 1–2% of mapped reads, and the balance consisted of other small, unannotated RNAs (e.g., yRNAs, partially degraded longer RNAs.). 

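The number of miRNA reads behind each pool was estimated from the RPMMM of 1 read, taken as the step between low values. This step was searched only in a range set from the lowest value above 0. It lay between 535545 and 773276 reads in the FA pools, between 555115 and 860977 after 1 ppm O_3_ and between 281541 and 300919 after 2 ppm O_3_. The mean was 693387 ± 136699 reads (SD, n = 3 pools) in FA, 672355 ± 164953 after 1 ppm O_3_ and 290629 ± 9745 after 2 ppm O_3_, which was 0.419 times that in FA (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pools against 3 allow). The mean after 1 ppm O_3_ was 0.970 times that in FA (exact permutation test, two-sided, p = 1). The lowest value above 0 corresponded to between 10.0 and 10.5 reads in each pool, so that the reads of a miRNA listed at 0 are bounded only by this minimum. Between 511 and 561 entries were listed at 0 in the FA pools, between 456 and 591 after 1 ppm O_3_ and between 802 and 839 after 2 ppm O_3_. Reads of tRNAs and other small RNAs were not analysed here.

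**Figure D1:**
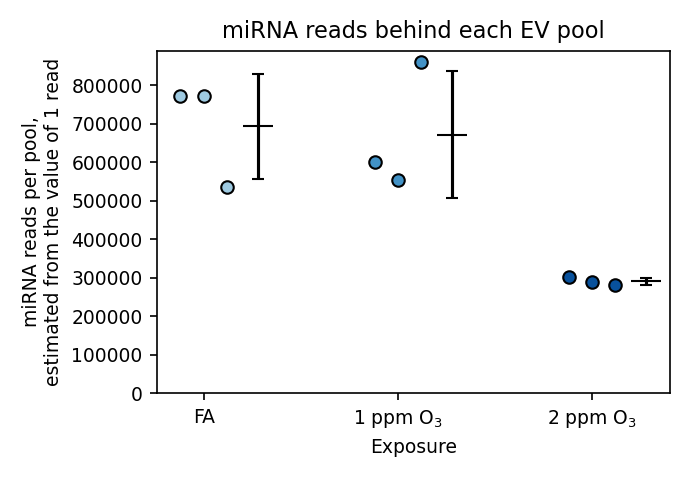
Estimated number of miRNA reads (vertical axis) in each EV pool by exposure (horizontal axis). Points are pools, and the bars beside them are the mean and SD of 3 pools; the 3 pools exposed to 2 ppm O_3_ lie between 281541 and 300919 reads, under all other pools.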

Across exposure groups, we observed an increase in the percentage of reads mapped to these other small RNAs and a decrease in reads mapped to tRNAs, while the percentage of miRNA was reduced by half in the 2‐ppm O_3_ exposure group from ~2 to ~1%. Despite their relatively low abundance, we focused on EV miRNAs because of their known roles in modifying gene expression in target cells (Bartel, 2018; Raposo & Stoorvogel, 2013; Zhang et al., 2019).

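Principal components were computed on centred log2(RPMMM + 1) of the 50 entries with the largest variance of RPMMM over the 9 pools. The first component held 94.3% of the variance and the second 3.26%. On the first component the FA pools lay between -21.3 and -19.6, the 1 ppm O_3_ pools between 1.60 and 6.90 and the 2 ppm O_3_ pools between 15.3 and 16.7. The 50 entries included 16 isomiRs, 4 entries of miR-2137 and 14 entries of the hairpins without a match in the RefSeq table, and 34 of them are among the 50 names in the heatmap of Figure 4a. The share of the first component moved most when all entries were used, to 34.02%.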

We performed principal component analysis (PCA) on the 50 most variably expressed EV miRNAs, which revealed distinct EV miRNA expression patterns by exposure (Figure 3a). 

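With these thresholds, 61 of the 461 entries tested were DE after 1 ppm O_3_ compared with FA, and 201 after 2 ppm O_3_. Both sets shared 53 entries, each of which changed in the same direction. In addition, 8 entries were DE only after 1 ppm O_3_ and 148 only after 2 ppm O_3_. The smallest adjusted p from limma was 3.35e-08 after 1 ppm O_3_ and 3.40e-09 after 2 ppm O_3_. Without adjustment, 126 and 276 entries had a p below 0.05. Of the DE entries, 46 after 1 ppm O_3_ and 102 after 2 ppm O_3_ were isomiRs. Both counts moved most when each mature miRNA was tested once, without isomiRs and with genomic copies averaged, to 13 and 86 of 213 miRNAs.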

Using a threshold of fold change of ±2, *p*‐adjusted <0.05, and expression level of >50 reads per million miRNAs mapped (RPMMM), we identified 16 significantly differentially expressed EV miRNAs after 1 ppm O_3_ exposure and 99 significantly differentially expressed EV miRNAs after 2 ppm O_3_ exposure (Figure 3b, c). 

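Of the entries DE after 1 ppm O_3_, 48 were higher and 13 lower than in FA, and of those DE after 2 ppm O_3_, 66 were higher and 135 lower. The entries of miR-5102, miR-5105, miR-5109 and miR-5115, of which 48 were tested, made up 38 of the higher entries after 1 ppm O_3_ and 46 after 2 ppm O_3_. Among the hairpins with a match in the RefSeq table, 10 entries were higher and 13 lower after 1 ppm O_3_, and 20 were higher and 135 lower after 2 ppm O_3_. When each mature miRNA was tested once, 4 were higher and 9 lower after 1 ppm O_3_, and 12 were higher and 74 lower after 2 ppm O_3_. The median log2 fold change of all 461 entries was -0.08 after 1 ppm O_3_ and -0.83 after 2 ppm O_3_. RPMMM are shares of a fixed total, and the entries of miR-2137 held 0.266% of it in FA, 4.09% after 1 ppm O_3_ and 19.5% after 2 ppm O_3_, while those of the other 4 hairpins together held 0.322%, 3.97% and 25.7%. With the total taken without the miR-2137 entries, 76 entries were higher and 97 lower after 2 ppm O_3_, with a median of -0.51. Under median-of-ratios scaling, 87 were higher and 33 lower, with a median of -0.08, so that the majority changed direction. After 1 ppm O_3_ both of these scalings gave 47 higher and 11 lower entries.

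**Figure D2:**
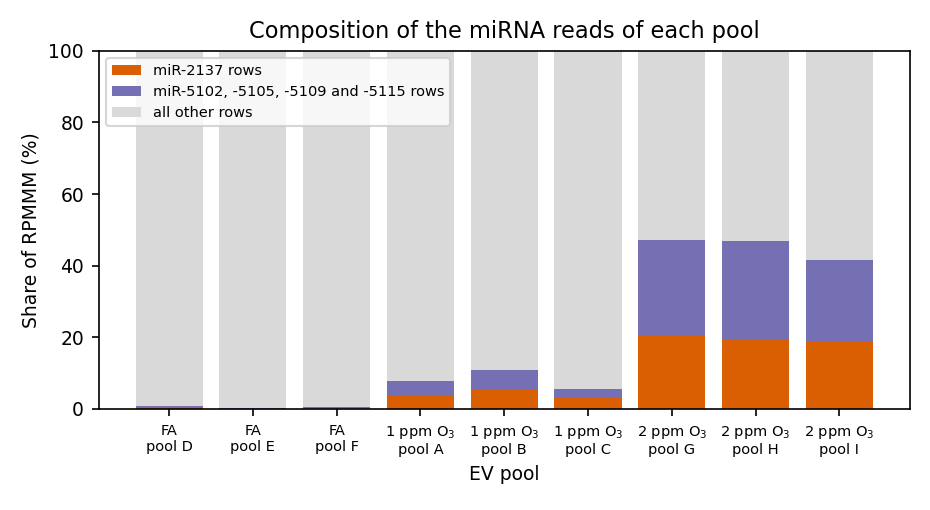
Share of RPMMM (%, vertical axis) held by the miR-2137 entries, by the entries of miR-5102, miR-5105, miR-5109 and miR-5115, and by all other entries in each EV pool (horizontal axis). The first 2 sets hold on average 19.5% and 25.7% after 2 ppm O_3_ and under 1% in each FA pool.

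**Figure D3:**
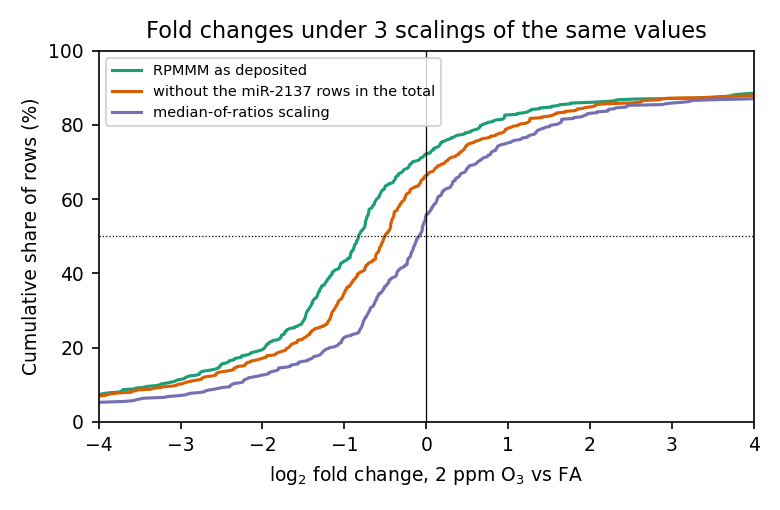
Cumulative share of entries (%, vertical axis) by log2 fold change after 2 ppm O_3_ compared with FA (horizontal axis, drawn from -4 to 4), 1 line per scaling of the same values. The lines cross 50% at the medians of -0.83, -0.51 and -0.08.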

Overall, we observed a greater proportion of downregulated versus upregulated EV miRNAs in both the 1‐ and 2‐ppm O_3_‐exposed groups compared to FA (Figure 3b and c). Hierarchical clustering of the 50 most variably expressed EV miRNAs revealed several different concentration‐response patterns of expression including monotonic and non‐monotonic relationships (Figure 4a), as we previously observed for mRNAs (Tovar et al., 2020). 

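Among the 209 entries DE after either concentration compared with FA, the group means of log2(RPMMM + 1) rose at both steps from FA to 1 ppm to 2 ppm O_3_ in 66 and fell at both steps in 107. The means were highest after 1 ppm O_3_ in 27 entries and lowest after 1 ppm O_3_ in 9. The monotonic shapes made up 82.8% (95% Wilson interval from 77.1% to 87.3%, which treats the entries as independent). For 4 entries, both steps passed the thresholds in opposite directions: miR-322-3p, which was highest after 1 ppm O_3_, and miR-378-3p and 2 of its isomiRs, which were lowest. With the median-of-ratios scaling, 76 of 129 entries rose and 28 fell at both steps, so that falling was no longer the most frequent shape.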

An apparent threshold effect was observed for the bulk of EV miRNAs, illustrated by the closer correlation of the FA and 1‐ppm O_3_ groups compared to the 2‐ppm O_3_ group (Figure 4a). 

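Across the 50 entries with the largest variance of RPMMM, the mean Euclidean distance on the centred log2 scale was 25.8 between 1 ppm O_3_ and FA pools and 13.5 between 1 ppm and 2 ppm O_3_ pools. The mean Pearson correlation across these entries was -0.61 between 1 ppm O_3_ and FA pools and 0.46 between 1 ppm and 2 ppm O_3_ pools. Exchanging the FA and 2 ppm O_3_ pools gave no larger difference for either measure (exact permutation test, two-sided, p = 0.1, the smallest p that these pools allow). When each entry was also scaled to unit variance, the order was the opposite, with distances of 7.79 to FA and 10.8 to 2 ppm O_3_ (exact permutation test, two-sided, p = 0.1) and correlations of 0.13 with FA and -0.48 with 2 ppm O_3_. With all 461 entries above 50 RPMMM, the distances were 52.5 and 52.9 and did not differ by the same test (exact permutation test, two-sided, p = 0.9), while the correlations were -0.21 with FA and -0.060 with 2 ppm O_3_ (exact permutation test, two-sided, p = 0.1). For the 50 miRNAs named in Figure 4a, a set added after the data were seen, the distances were 10.5 to FA and 9.40 to 2 ppm O_3_ (exact permutation test, two-sided, p = 0.7) and the correlations -0.31 and 0.051 (exact permutation test, two-sided, p = 0.1). The hairpins without a match in the RefSeq table were also left out, after the data were seen. The distances were then 10.5 to FA and 9.06 to 2 ppm O_3_ (exact permutation test, two-sided, p = 0.5). The correlations were -0.34 and 0.095 (exact permutation test, two-sided, p = 0.1).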

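The hairpin of miR-2137 lies on chromosome X of mm9 from 70237418 to 70237483 on the plus strand, in an intron of *Zfp185*. The level of miR-2137 was 1978 ± 2369 RPMMM (SD, n = 3 pools) in FA, where 1 pool was far above the others, 29070 ± 7874 RPMMM after 1 ppm O_3_ and 126875 ± 3462 RPMMM after 2 ppm O_3_. Its log2 fold change against FA was 4.56 after 1 ppm O_3_ (standard error 0.663, adjusted p = 0.000964 from limma) and 6.72 after 2 ppm O_3_ (standard error 0.663, adjusted p = 2.09e-05 from limma). With each pool left out in turn, it lay between 4.03 and 5.54 and between 6.19 and 7.70. The level rose with the concentration in each of the 27 pairs of pools from different exposures. The 4 isomiRs tested had log2 fold changes between 4.52 and 5.28 after 1 ppm O_3_ and between 6.87 and 8.04 after 2 ppm O_3_. Among the DE entries, the largest positive changes after both concentrations belonged to 5 entries of miR-5115, a hairpin without a match in the RefSeq table, 4 of which were listed at 0 in every FA pool. The entry miR-5115 itself had 8.62 ± 14.9 RPMMM in FA, where 2 of 3 pools were listed at 0, 4792 ± 2430 RPMMM after 1 ppm O_3_ and 35387 ± 6221 RPMMM after 2 ppm O_3_. Among the DE mature miRNAs of hairpins with a match, miR-2137 had the largest change after 1 ppm O_3_ (place 1), and after 2 ppm O_3_ it was in place 2 behind miR-5126, whose log2 fold change was 7.45 (standard error 1.15, adjusted p = 0.000484 from limma). The mean level of miR-5126 was 5.21 RPMMM in FA, near the 1 RPMMM added before the log, and 445 RPMMM after 2 ppm O_3_. With 10 added in place of 1, miR-2137 was ahead of miR-5126 after 2 ppm O_3_ as well (6.70 against 5.05). All entries of its hairpin together held 258 RPMMM in FA and 3179 RPMMM after 2 ppm O_3_, and those of miR-2137 held 2661 and 195100 RPMMM.

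**Figure D4:**
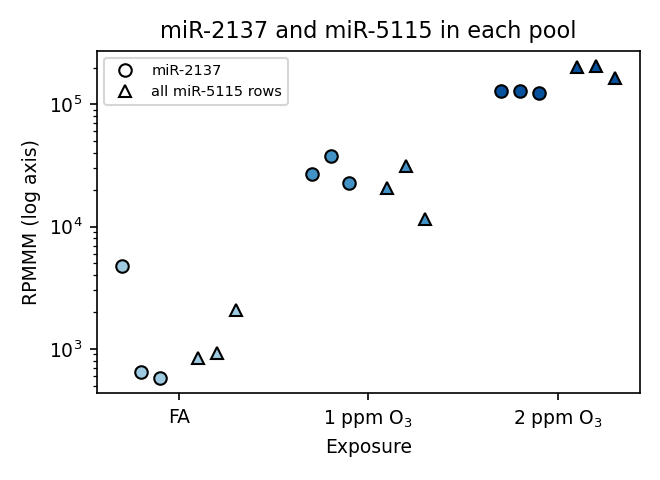
RPMMM (log axis, vertical) of miR-2137 (circles) and of all miR-5115 entries together (triangles) in each EV pool, by exposure (horizontal axis). Both rise from FA to 1 ppm to 2 ppm O_3_ without overlap between exposures, and 1 FA pool is higher than the others for miR-2137.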

The most highly upregulated EV miRNA after both 1 and 2 ppm O_3_ exposure was miR‐2137 (Figure 4b) as well as several miR‐2137 isomiRs generated by alternative processing or nucleotide additions (Supplemental Figure S6). In addition to miR‐2137, miR‐126‐3p was one of the few upregulated miRNAs overall (~3.0‐ and 4.4‐fold in 1 and 2 ppm O_3_, respectively, vs. FA) (Figure 4b). 

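The level of miR-126-3p was 118 ± 69.5 RPMMM (SD, n = 3 pools) in FA, 353 ± 245 RPMMM after 1 ppm O_3_ and 525 ± 56.2 RPMMM after 2 ppm O_3_. Against FA, the log2 fold change was 1.53 after 1 ppm O_3_ (standard error 0.562, adjusted p = 0.111 from limma), so that miR-126-3p was not DE at this concentration, and 2.32 after 2 ppm O_3_ (standard error 0.562, adjusted p = 0.00651 from limma). The log2 fold change between the concentrations was 0.79 and did not pass the threshold (adjusted p = 0.271 from limma). The level rose with the concentration in 23 of the 27 pairs of pools (exact permutation test, two-sided, p = 0.0417). The hairpin lies on chromosome 2 of mm9 from 26446877 to 26446949 on the plus strand, inside *Egfl7*, where it overlaps an exon of a retained-intron transcript.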

The most highly downregulated miRNAs were miR‐378‐3p (~6.8‐ and 2.3‐fold, 1 and 2 ppm O_3_ vs. FA) and miR‐351‐5p (~1.5‐ and 5.3‐fold, 1 and 2 ppm O_3_, respectively, vs. FA) (Figure 4b).

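The level of miR-378-3p was 29620 ± 6030 RPMMM (SD, n = 3 pools) in FA, 4367 ± 1020 RPMMM after 1 ppm O_3_ and 13041 ± 996 RPMMM after 2 ppm O_3_. Its log2 fold change against FA was -2.77 after 1 ppm O_3_ (standard error 0.186, adjusted p = 3.91e-06 from limma) and -1.17 after 2 ppm O_3_ (standard error 0.186, adjusted p = 0.000597 from limma). Relative to the median of all entries the second value was -0.34, and under median-of-ratios scaling it was -0.47 and miR-378-3p was not DE after 2 ppm O_3_ (adjusted p = 0.0827 from limma). The hairpin of miR-351-5p lies on chromosome X of mm9 from 50406432 to 50406530 on the minus strand, outside other annotated genes of that strand. Its level was 2685 ± 1157 RPMMM (SD, n = 3 pools) in FA, 1788 ± 574 RPMMM after 1 ppm O_3_ and 503 ± 72.4 RPMMM after 2 ppm O_3_. For miR-351-5p, the log2 fold change was -0.55 after 1 ppm O_3_ (adjusted p = 0.382 from limma), which was not DE, and -2.33 after 2 ppm O_3_ (standard error 0.334, adjusted p = 0.000306 from limma). Among the DE mature miRNAs of hairpins with a match in the RefSeq table, the largest negative change after 1 ppm O_3_ was that of miR-127-3p, with a log2 fold change of -3.91, followed by miR-378-3p. After 2 ppm O_3_ it was that of miR-450a-1-5p and miR-450a-2-5p, copies with the same values, which were listed at 0 in all 3 pools, and miR-351-5p was in place 17. Of the 16 entries ahead of it, 13 were listed at 0 in at least 1 of the pools after 2 ppm O_3_. With values below 40 RPMMM set to 40, an alternative added after the data were seen, miR-351-5p was in place 7.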

**FIGURE 3:**
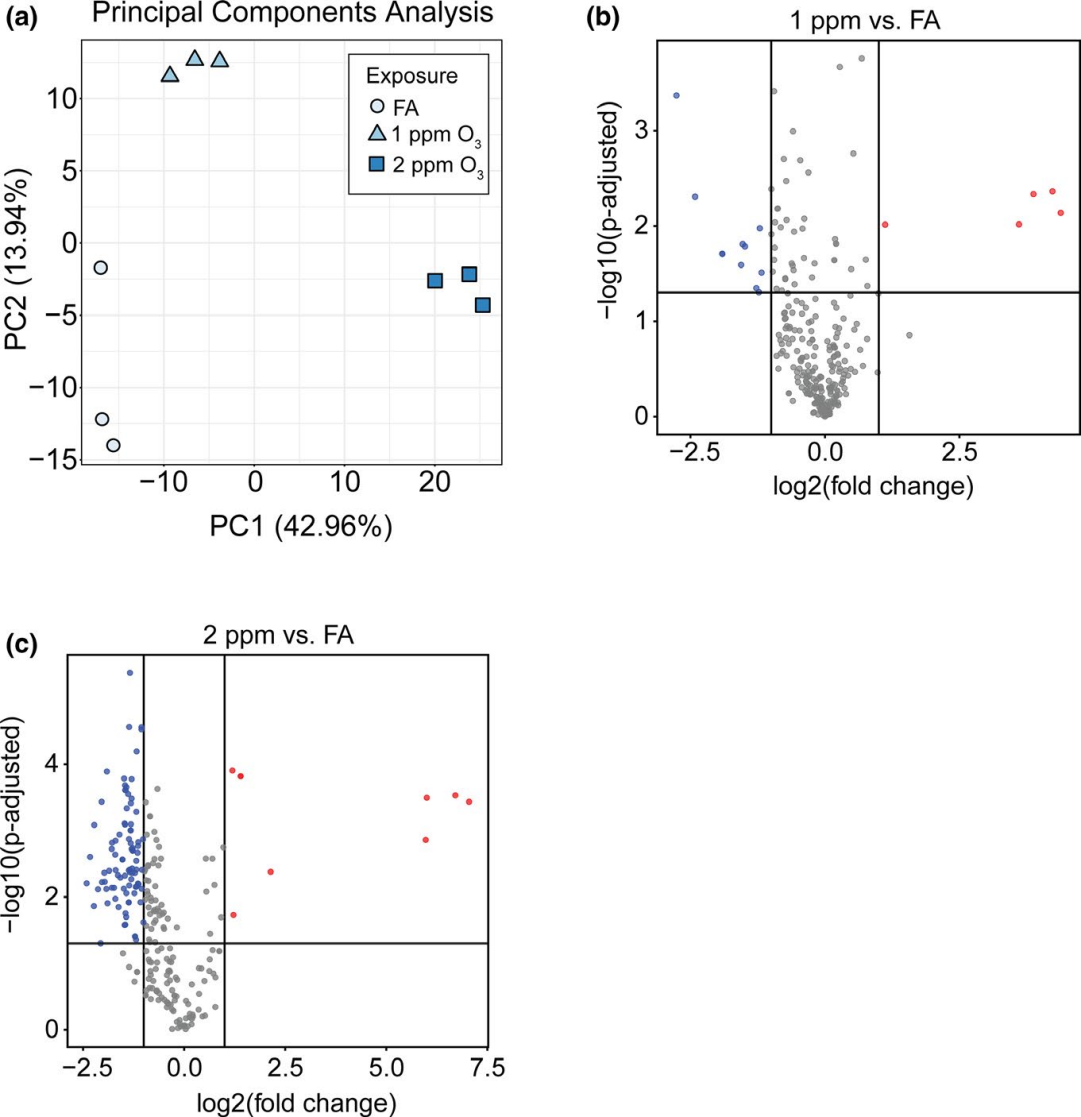
O_3_ exposure alters airway extracellular vesicle miRNA expression. (A) Principal components analysis showing separation of pooled airway EV samples by exposure group. (B and C) Volcano plots showing differentially expressed (DE) miRNAs in 1 ppm O_3_ versus FA (16 DE miRNAs) and 2 ppm O_3_ versus FA (99 DE miRNAs), respectively (horizontal line: p ‐adjusted = 0.05, vertical lines: absolute fold change of ±2). N = 3 EV RNA samples per exposure group, where each sample is a pool of 3–4 individual mice

**FIGURE 4:**
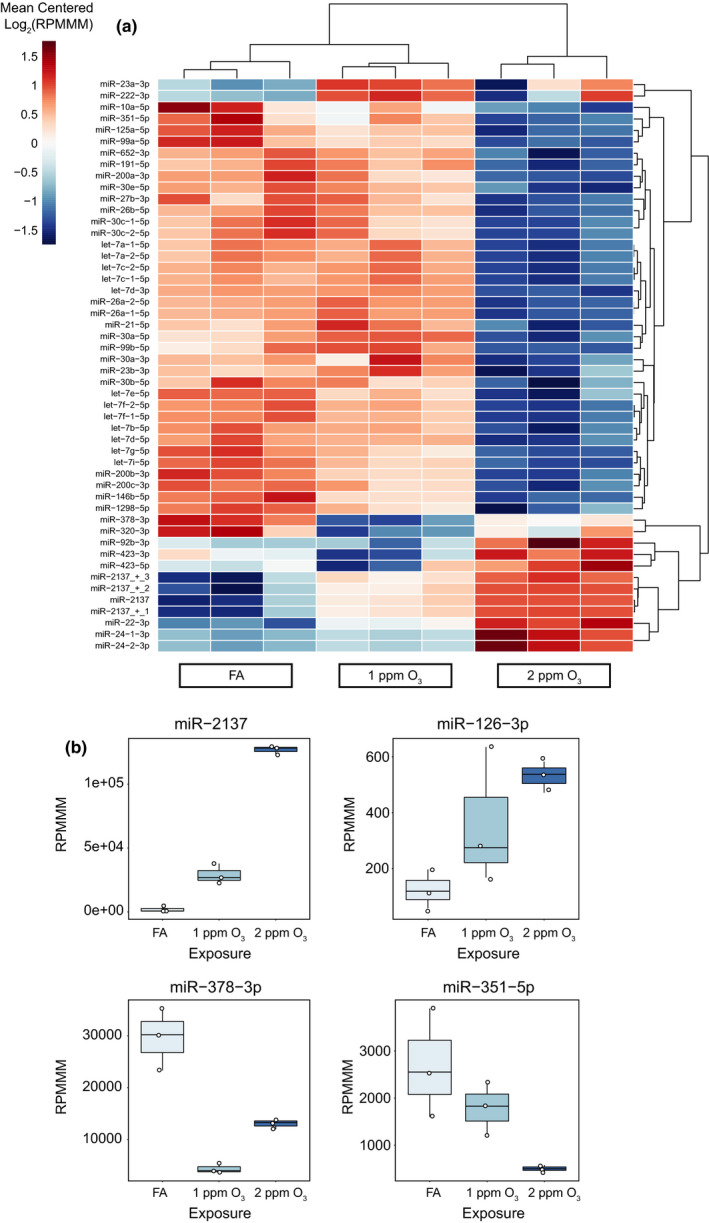
Specific O_3_‐induced alterations of the EV miRNA landscape. (A) Unsupervised hierarchical clustering analysis of the top 50 most variable EV miRNAs. Data are presented as mean‐centered, log_2_‐transformed reads per million miRNAs mapped (RPMMM) for each miRNA. (B) Expression of selected O_3_‐responsive EV miRNAs. Box‐and‐Whisker plots depict RPMMM summarized by the minimum, first quartile, median, third quartile, and maximum with all points overlaid. n = 3 pooled samples per group

### 3.4 Integration of EV miRNA and tissue mRNA data to identify putative regulatory relationships

Previously, we characterized the transcriptional profiles of airway macrophages and conducting airway tissue of mice exposed to O_3_ (Tovar et al., 2020). We integrated those mRNA expression data with the EV miRNA data presented here as a strategy to identify EV miRNAs that may cause the observed changes in tissue mRNA expression. Specifically, we sought to identify EV miRNAs that could plausibly regulate sets of target mRNAs in recipient airway macrophage or conducting airway tissue. Given the canonical role of miRNAs in decreasing mRNA levels and/or inhibiting mRNA translation (Bartel, 2018), we focused our analysis on EV miRNAs whose expression was directionally opposed to the tissue mRNA patterns across the exposure groups (i.e., we paired miRNAs that increased after 1 and 2 ppm O_3_ with mRNAs that correspondingly decreased, or vice versa), and we stipulated that both miRNA and mRNA must be significantly differentially expressed for the designated contrast.

Our analysis of regulatory relationships using miRhub identified several miRNAs that were predicted to target sets of genes in airway macrophages or conducting airways (the full set of results are shown in Supplemental Figure S7). EV miR‐22‐3p emerged as a particularly interesting candidate regulator of gene expression in airway macrophages (Figure 5a) because it was highly expressed (>1,000 RPMMM) and was predicted to target seven downregulated genes (*Kdm6b*, *Stk39*, *Btg1*, *N4bp2*, *Sp1*, *Dpysl3*, and *Cnot6l*). 

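The level of miR-22-3p was 4157 ± 296 RPMMM (SD, n = 3 pools) in FA, 5994 ± 247 RPMMM after 1 ppm O_3_ and 9510 ± 583 RPMMM after 2 ppm O_3_, which placed it at rank 44, 37 and 25 of all entries. Its log2 fold change against FA was 0.53 after 1 ppm O_3_ (standard error 0.0949, adjusted p = 0.00363 from limma), under the threshold for the fold change, and 1.19 after 2 ppm O_3_ (standard error 0.0949, adjusted p = 5.08e-06 from limma). It was DE after 2 ppm O_3_ in each of the 26 settings tried. The hairpin lies on chromosome 11 of mm9 from 75277218 to 75277312 on the plus strand, where it overlaps exons of processed transcripts of *2210403K04Rik* and *Tlcd2*.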

The pattern of O_3_‐induced expression of EV miR‐22‐3p is shown alongside expression in airway macrophages of one of its predicted target genes, *Btg1* (Figure 5b). 

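Between 3825 and 4390 RPMMM of miR-22-3p were found in the FA pools, between 5818 and 6277 RPMMM after 1 ppm O_3_ and between 8936 and 10102 RPMMM after 2 ppm O_3_. These values rest on between 2280 and 5068 reads per pool. Each of the 27 pairs of pools from different exposures rose with the concentration (exact permutation test, two-sided, p = 0.00119, the smallest that the 9 pools allow), also under each of the other scalings. Between 2 ppm and 1 ppm O_3_ the log2 fold change was 0.66 (adjusted p = 0.000469 from limma), under the threshold for the fold change. Under median-of-ratios scaling it was 1.28. With the total taken without miR-2137 and the hairpins without a match, added after the data were seen, it was 1.41. These were the 2 of 26 settings in which miR-22-3p was DE in this comparison. The mRNA levels of *Btg1* were not analysed here.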

Finally, we validated the effect of 2 ppm O_3_ on EV miR‐22‐3p expression in an independent experiment (Supplemental Figure S8).

**FIGURE 5:**
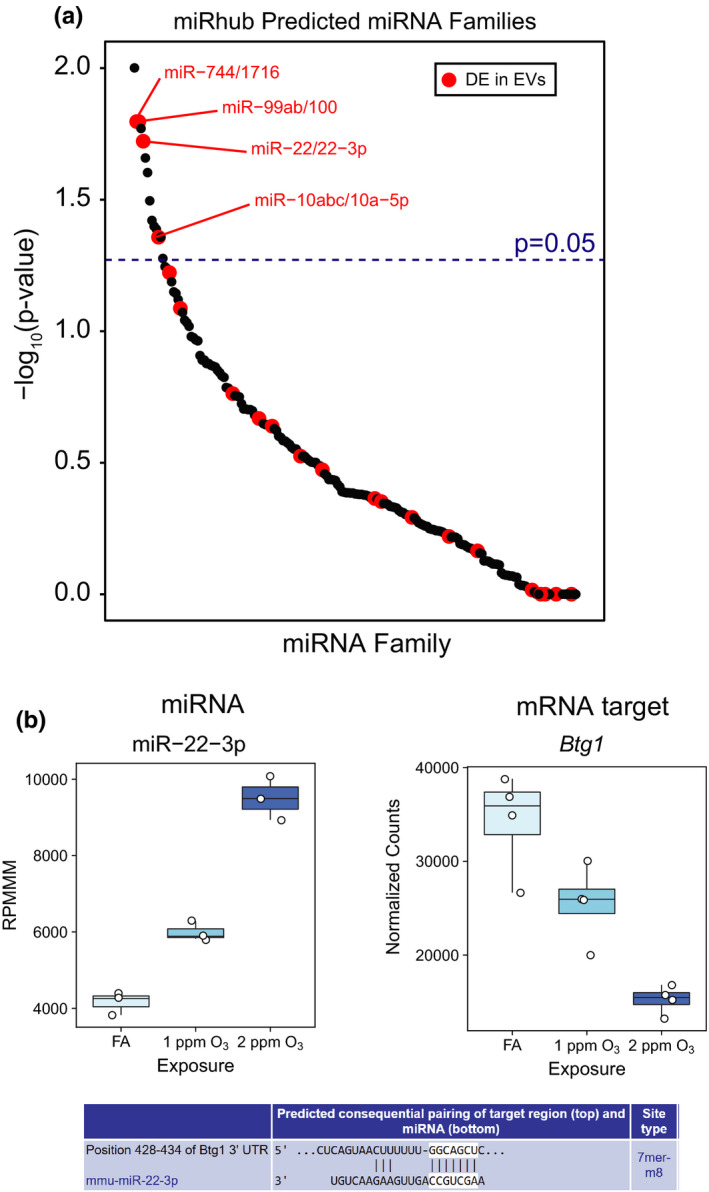
Identification of candidate EV miRNA regulators of O_3_‐induced transcriptional responses. (A) Results of miRNA target site enrichment analysis, conducted using miRhub, on genes downregulated by 2 ppm O_3_ versus FA in airway macrophages. Data points are plotted as –log_10_(*p*‐value) versus miRNA family and are highlighted if a member of the miRNA family was found to be differentially expressed in airway EVs. (B) Plot depicting RPMMM for EV miR‐22‐3p alongside expression of a predicted airway macrophage mRNA target, *Btg1* (normalized counts from DESeq2), and the miR‐22‐3p target site in *Btg1* from TargetScan mouse release 7.2. n = 3 or 4 (mRNA data) pooled samples per group

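For the families named in Figure 5a besides miR-22-3p, the EV levels were as follows. The log2 fold change of miR-744-5p was 1.81 after 1 ppm O_3_ (adjusted p = 0.0655 from limma) and 1.28 after 2 ppm O_3_ (adjusted p = 0.0900 from limma), so that it was not DE. In the miR-99a family, miR-99a-5p had a log2 fold change of -1.77 after 2 ppm O_3_ (adjusted p = 7.35e-06 from limma) and miR-100-5p of -2.15 (adjusted p = 0.002 from limma), and both were DE. For miR-99b-5p it was -0.71, under the threshold for the fold change, and became 0.15 when the total was taken without the entries of miR-2137 and of the hairpins without a match in the RefSeq table, a scaling added after the data were seen. In the miR-10 family, miR-10a-5p was DE after 2 ppm O_3_ with a log2 fold change of -1.73 (adjusted p = 0.000661 from limma), while miR-10b-5p, with -5.25, was not (adjusted p = 0.0616 from limma) and was DE in 5 of 24 settings. Each of miR-99a-5p and miR-10a-5p was DE after 2 ppm O_3_ in 25 of 26 settings, among them median-of-ratios scaling (log2 fold changes of -1.07 and -1.03). With the added scaling their log2 fold changes were -0.91 and -0.87, under the threshold for the fold change, while miR-100-5p was DE in 26 of 26 settings. The opposite arms miR-99b-3p and miR-10a-3p were tested and were not DE after either concentration, and miR-744-3p was under the level required for testing. The mRNA target enrichment was not analysed here.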

## 4 DISCUSSION

In this study, we examined the effects of exposure to the common air pollutant O_3_ on the murine lung EV landscape and focused in particular on changes in EV small RNA content. We observed an increase in the number of EVs in the lungs in parallel with markers of inflammation (macrophages, neutrophils) and injury (total protein) following O_3_ exposure. O_3_ exposure also changed the profile of lung EV small RNAs, with 16 and 99 miRNAs up‐ and downregulated by 1 and 2 ppm O_3_, respectively. Our data suggest that these biologically active EV cargo are O_3_‐responsive, and as such, may play a role in regulating O_3_‐induced inflammation. We note that because we chose to use female mice, based on evidence of greater airway neutrophilia and inflammatory cytokine production in this sex (Cabello et al., 2015; Mishra et al., 2016), the sex‐dependence of our results is not known and thus should be addressed in future studies.

We isolated EVs from BALF, which, prior to processing represents a complex mixture of small molecules, lavageable cells, larger debris, and nanoparticles (40–1000 nm). These nanoparticles include both the lipid membrane‐bound EVs of interest and non‐EV particles such as protein‐aggregates. To process our BALF samples for EV isolation, we performed a centrifugation at 16,000 x g to remove apoptotic bodies and large debris, which resulted in depletion of particles greater than 400 nm. In these samples, we observed an increase in particles due to O_3_ exposure that was most evident in the size range of ~80–150 nm size range and a decrease in the size mode from ~120 to 100 nm, suggestive of exosome and small microvesicles (Raposo & Stoorvogel, 2013). Although these data only provide a rough estimate of the particle type and it is not possible to rule‐out a contribution of non‐EV particles, we confirmed that the O_3_‐induced increase in the number of particles was present after EVs were isolated from the BALF using membrane affinity column isolation.

Our characterization of surface marker expression in eluted EVs further demonstrated that the BALF EVs we isolated were composed primarily of exosomes and microvesicles, identified by typical exosome (CD81, CD9, and CD63) and microvesicle markers (CD51 and CD31) (Théry et al., 2019). EVs positive for the exosome marker CD81 predominated and appear to be more responsive to O_3_. Lung EVs derive from multiple cell types, and the largest proportion of EVs were Siglec‐F positive, suggestive of an alveolar macrophage origin. However, Siglec‐F‐positive EVs (CD81 and Siglec‐F) comprised only ~1.5–4% of the total population of EVs. We also observed a small set of CD11b‐positive EVs, indicative of monocytes/macrophage origin. Somewhat surprisingly, we identified few particles of epithelial cell origin, as evidenced by less than one percent EpCAM‐positive EVs in both the FA and O_3_ groups. Previous studies, using standard flow cytometry and different markers, identified greater proportions of epithelial cell‐ derived EVs in BALF samples collected from controls and following exposure to other inflammatory stimuli (Lee et al., 2018; Moon et al., 2015). Overall, differences in cell‐type origin were less dynamic in our study; other than a small but statistically significant increase in CD81‐ and Ly6G‐positive particles (indicative of neutrophil derived EVs), O_3_‐induced effects on surface marker expression were not observed. However, we do note that an important role for neutrophil‐derived EVs has been observed in a mouse model of COPD (Genschmer et al., 2019).

Our global genomic approach allowed us to identify changes in miRNA content of EVs derived from multiple cell types, but the question of which EV‐derived miRNAs come from which cell type remains challenging. In general, there were few O_3_‐induced changes in EV marker expression, suggesting that changes in cellular sources are not likely to explain the bulk of O_3_‐induced EV small miRNA expression changes (or other small RNA species). Future studies to delineate the regional and cellular sources of specific EV‐derived small RNA using flow‐sorting and/or fluorescence microscopy and microdissection based approaches would be worthwhile. Nevertheless, by using a global EV collection and small RNA‐seq approach, we identified a host of differentially expressed airway EV miRNAs following O_3_ exposure and specific miRNAs that may regulate transcriptional responses to O_3_ in the lung.

The overall number of differentially expressed EV miRNAs and magnitude of change in their expression was concentration‐dependent, with more differentially expressed EV miRNAs in the 2‐ versus 1‐ppm O_3_ group. 

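Between 2 ppm and 1 ppm O_3_, tested directly, 155 of the 461 entries were DE, of which 52 were higher and 103 lower after 2 ppm O_3_, with a median log2 fold change of all entries of -0.69. Under median-of-ratios scaling 75 were higher and 6 lower. The median absolute log2 fold change of all 461 entries was 0.47 after 1 ppm O_3_ and 1.32 after 2 ppm O_3_, both compared with FA. Among the DE entries it was 4.05 after 1 ppm O_3_ and 1.98 after 2 ppm O_3_, but these are different sets of entries. The entries of miR-5102, miR-5105, miR-5109 and miR-5115 made up 38 of the 61 DE entries after 1 ppm O_3_. After 2 ppm O_3_ they made up 46 of 201. The value of all entries after 2 ppm O_3_ also carries the shift of their median to -0.83, which was -0.08 under median-of-ratios scaling. The median log2 fold change of the higher DE entries was 4.54 after 1 ppm O_3_ and 5.91 after 2 ppm O_3_, and that of the lower DE entries -2.33 and -1.52. The paper states that the number of DE miRNAs and the magnitude of their changes both depended on the O_3_ concentration.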

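As the ratio of arithmetic means of RPMMM, the level of miR-2137 was 14.7 times that in FA after 1 ppm O_3_ and 64.1 times after 2 ppm O_3_. As the fold change of the mean log2 values it was 23.5 and 105. By mean level, miR-2137 was at rank 75 of all entries in FA, rank 6 after 1 ppm O_3_ and rank 1 after 2 ppm O_3_. By log2 fold change among all DE entries it was in place 24 after 1 ppm O_3_ and place 30 after 2 ppm O_3_, and with values below 40 RPMMM set to 40, an alternative added after the data were seen, in place 5 and place 13. Of the entries DE after 2 ppm O_3_, 67.2% were lower than in FA, and of those DE after 1 ppm O_3_, 21.3%; the share after 2 ppm O_3_ was 27.5% under median-of-ratios scaling. When each mature miRNA was tested once, the shares were 69.2% after 1 ppm O_3_ and 86.0% after 2 ppm O_3_.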

Additionally, the majority of differentially expressed miRNA was downregulated, which may reflect either a selective decrease in EV loading or a loss of the miRNA’s cellular source due to toxicity. miR‐2137 was identified as the most highly upregulated and expressed EV miRNA across both the 1 (~14‐fold) and 2 ppm O_3_ (~120‐fold) groups. Recently, differential expression of miR‐2137 was observed in bone marrow‐derived macrophages after infection with *Porphyromonas gingivalis* bacteria (Huck et al., 2017), and inhibiting miR‐2137 increased expression of the anti‐inflammatory cytokine IL‐10, suggesting that miR‐2137 may be pro‐inflammatory following O_3_ exposure. We also observed an O_3_‐induced upregulation of EV miR‐126‐3p, a well‐studied pro‐inflammatory miRNA (Fogel et al., 2019). miR‐126‐3p is upregulated in inflammatory bowel disease (IBD), in which it targets nuclear factor‐kappaB inhibitor alpha (IκB) (Feng et al., 2012; Wu et al., 2008) and impairs intestinal epithelial barrier function (Chen et al., 2017). We observed a downregulation of miR‐378‐3p, whose overexpression has been shown to negatively regulate macrophage proliferation (Rückerl et al., 2012). Therefore, the known O_3_‐induced increase in macrophage proliferation is consistent with our results and a potential regulatory effect of EV miR‐378‐3p (Hotchkiss et al., 1989). miR‐351 was also downregulated, and recent evidence suggests that downregulation of miR‐351‐5p is anti‐inflammatory in ischemia/reperfusion injury (Zheng et al., 2019). As such, miR‐351‐5p may represent a pro‐resolving signal after O_3_ exposure. In general, our data suggest that lung EVs collected 21 h following O_3_ exposure contain a mixture of both pro‐inflammatory and pro‐resolving signals.

Our integrative bioinformatics analysis of EV miRNA expression identified miR‐22‐3p as a putative regulator of airway macrophage gene expression following O_3_ exposure. A validated target (Huang et al., 2020) of miR‐22‐3p, *Btg1*, exhibited a concentration‐response pattern of expression in airway macrophages consistent with miR‐22‐3p regulation. The product of *Btg1*, B‐cell translocation gene 1 (BTG1), is known to suppress cell growth and proliferation (Yuniati et al., 2019). Interestingly, miR‐22‐3p is differentially expressed across the continuum of polarized human macrophages (Cobos Jiménez et al., 2014) and can promote M2 polarization of macrophages by suppressing interferon regulatory factor 5 (IRF5) (Fang et al., 2021). These data suggest miR‐22‐3p may regulate anti‐inflammatory activities of airway macrophages following O_3_ exposure (Sunil et al., 2012). Surprisingly, although we identified putative miRNA regulators for genes expressed in conducting airway tissue, none of these miRNAs were differentially expressed in EVs due to O_3_ exposure. This could be due to timing; for example, an upregulated EV miRNA could have influenced gene expression in conducting airway tissue at a different time point and was no longer or not yet differentially expressed in EVs at 21 h. This may explain why miR‐2137 was not a predicted regulatory hub in either tissue despite its high expression in EVs. Overall, our results suggest that changes in EV miRNAs have a larger effect on gene expression in macrophages versus conducting airways at this time point.

In addition to quantifying specific miRNA expression, our small RNA sequencing approach also revealed the overall proportions of multiple small RNA species present in BALF EVs, including tRNAs, piRNA, and yRNA. We found the majority of BALF EV small RNA reads, from 60 to 90% across exposure groups, mapped to tRNAs. A recent study reported a high percentage of tRNA‐mapped reads in rodent serum EVs (Zhao et al., 2020). The tRNA content of our samples is consistent with tRNA‐derived RNA fragments (tDRs) based on read length. The biology of tDRs is not well understood; however, evidence suggests they may function similarly to miRNAs by regulating gene expression through RNA interference among other suggested functions (Soares & Santos, 2017). Thus, the precise annotation and quantification of O_3_‐induced murine EV tDRs may reveal additional biological insights into ozone's mechanism of action.

In conclusion, we show that the release of airway EVs and dysregulation of EV miRNA content are features of respiratory tract response to O_3_ exposure. In addition to O_3_‐induced increases in the number of EVs and EV miRNA content, O_3_ also induced broad changes in the quantity of other EV small RNA species such as tRNAs. Our findings contribute to the growing body of evidence that EV miRNAs are both altered by and regulate inflammation in a range of mucosal tissues, including airway responses to O_3_ and provide compelling support for a range of mechanistic follow‐up studies. In particular, addressing the question of whether changes in EV number and/or content, including miR‐22‐3p and miR‐2137 specifically, are responsible for changes in gene expression in macrophages and other cell types and consequently aspects of O_3_‐induced airway inflammation or the resolution thereof.

## AUTHOR CONTRIBUTIONS

G.J.S. conceived and designed the studies with guidance from S.N.P.K and P.S.; G.J.S. and A.T. performed the experiments; G.J.S and M.K. analyzed the data; J.S.D. and Y.W. conducted the imaging flow cytometry analyses, G.J.S and S.N.P.K. prepared the manuscript; all authors approved the final version of the manuscript.

## Supporting information

Fig S1‐S8 Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

All sequencing data have been uploaded to the NCBI Gene Expression Omnibus (GEO) under accession number: GSE181645. All phenotype data are included in the Supplemental Data Tables S1 and S2.

# Supplementary material for: Ozone‐induced changes in the murine lung extracellular vesicle small RNA landscape
**Source:** Physiol Rep. 2021 Sep 23;9(18):e15054. doi: 10.14814/phy2.15054
**Supplement:** Supplementary file 2 — Supplementary Material

**Ozone-induced changes in the murine lung extracellular vesicle small RNA landscape**

Gregory J. Smith, ^1^ Adelaide Tovar, ^1^ Matt Kanke, ^2^ Yong Wang, ^3^ Jessy S. DeShane, ^3^ Praveen Sethupathy, ^2^ and Samir N. P. Kelada ^2^

^1^Department of Genetics, University of North Carolina at Chapel Hill, Chapel Hill, North Carolina, USA; ^2^Department of Biomedical Sciences, College of Veterinary Medicine, Cornell University, Ithaca, New York, USA. ^3^Division of Pulmonary, Allergy, and Critical Care, Department of Medicine, School of Medicine, University of Alabama at Birmingham, Birmingham, Alabama, USA.

**Supplemental Table 1.** Exposure Characteristics

|  | Ozone (ppm) | | Relative Humidity (%) | | Temperature (C°) | |
| --- | --- | --- | --- | --- | --- | --- |
| Exposure | *Mean* | *SD* | *Mean* | *SD* | *Mean* | *SD* |
| FA-1 | < 0.01 | - | 42.57 | 1.10 | 24.93 | 0.36 |
| FA-2 | < 0.01 | - | 42.50 | 1.26 | 25.18 | 0.36 |
| 1 ppm O3 | 0.997 | 0.015 | 43.27 | 1.06 | 24.77 | 0.23 |
| 2 ppm O3 | 1.992 | 0.020 | 42.92 | 0.91 | 24.95 | 0.25 |
| Data are presented as arithmetic mean and standard deviation (SD) calculated from the time the concentration of O_3_ reached 90% of nominal until generation was stopped. | | | | | | |

**Supplemental Table 2.** Imaging flow cytometry analysis of eluted BAL extracellular vesicles

|  |  | | | |
| --- | --- | --- | --- | --- |
|  | FA | | 2 ppm O_3_ | |
| Antibodies | *Mean (%)* | *SD* | *Mean (%)* | *SD* |
| CD81 | 31.05 | 21.50 | 41.92 | 16.81 |
| SiglecF | 24.63 | 9.29 | 17.52 | 3.88 |
| CD51 | 22.27 | 4.74 | 19.25 | 2.37 |
| CD31 | 4.12 | 0.85 | 4.03 | 0.92 |
| CD11b | 3.61 | 0.95 | 4.50 | 1.63 |
| Ly6G* | 2.71 | 0.46 | 3.45* | 0.61 |
| EpCAM | 1.56 | 0.51 | 1.02 | 0.63 |
| CD9 | 1.53 | 0.58 | 1.77 | 1.05 |
| CD63 | 1.10 | 0.37 | 1.41 | 0.77 |
| CD81, CD51 | 4.13 | 1.18 | 4.36 | 1.02 |
| CD81, SiglecF | 3.49 | 0.95 | 2.78 | 0.49 |
| CD31, SiglecF | 3.37 | 1.74 | 1.73 | 1.50 |
| CD81, CD11b | 2.24 | 0.63 | 2.80 | 1.18 |
| CD51, SiglecF | 1.64 | 0.69 | 2.10 | 0.78 |
| CD51, CD31 | 1.54 | 0.31 | 1.36 | 0.26 |
| CD51, Ly6G | 1.51 | 0.17 | 1.73 | 0.45 |
| CD81, Ly6G* | 1.17 | 0.44 | 1.66* | 0.24 |
| Data represent percent (%) particles positive for each antibody combination and exposure. The arithmetic mean (%) and standard deviation (SD) are shown for each exposure group. N=6/group. *p <0.05, 2 ppm O3 vs FA. Antibodies positive in less than one percent of particles were excluded. | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

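Small RNA from EVs of BALF was sequenced by the authors in 9 pools, 3 from mice exposed to FA, 3 from mice exposed to 1 ppm O_3_ and 3 from mice exposed to 2 ppm O_3_. The FA pools were of 4 mice and the O_3_ pools of 3 mice. The authors trimmed adapters, aligned the reads to mm9 and quantified miRNAs and isomiRs with miRquant 2.0, and deposited RPMMM values, which are RPM of the reads mapped to miRNAs, in 1 column per pool. Each column sums to the same total over all entries. The low values lie on steps of 1 read, which gave between 281541 and 860977 miRNA reads per pool, and between 67.1% and 83.2% of low values lay on these steps, against between 0.315% and 1.34% on steps of another size. The step was searched only in a range set from the lowest value above 0 in each pool, and steps outside it were not tried. The number of reads at that lowest value was thus bounded by the search. With the steps found, no value above 0 lies below about 10 reads. Pools of the same exposure had a Pearson correlation between 0.800 and 0.904 across miRNAs, which are not independent replicates, and no pair of pools was a duplicate.

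From these values, log2(RPMMM + 1) was computed for the 461 entries with a mean above 50 RPMMM over the 9 pools. One model with a mean per exposure was fitted with limma 3.58.1 in R 4.3.3, with moderated variances and a trend of the variance on the mean, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds of the paper were applied, with an adjusted p below 0.05 and a fold change of at least 2. The paper's text does not name the test used for the sequencing data. Single values were compared by exact permutation tests, two-sided, for which 3 pools against 3 give no p under 0.1. Trends with the concentration were tested by the number of pairs of pools in the order of the concentration, over all arrangements of the pools. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Positions of hairpins are those of the mm9 annotation, and hairpin names were matched to the RefSeq gene table of GRCm38.p6, of which only the names were used.

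The fit was tested on simulated data for 461 entries, of which 200 were changed 4-fold. It called 144 of the changed entries (72%) in the right direction and 3 unchanged entries, and no entry when none was changed. Of the 106 changed entries with a spread below the median it called 105. The criterion for passing that was set first, on all changed entries, was not met and was then replaced by one on the entries with a spread below the median; the fitting was not altered. In a simulation where 1 entry held 35.8% of the total, 15 unchanged entries were called lower, and none after that entry was left out of the total. The share aimed at was 45%, and the median log2 fold change of the unchanged entries was -0.63. In the data, the total without miR-2137 and the hairpins without a match shifted the 135 entries lower after 2 ppm O_3_ by a larger median, 0.857. The count of 15 therefore does not measure how many entries dilution lowers in the data.

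The rule for the miRNAs named in the text was set before the data were examined. It takes every miRNA the paper names for the sequencing data, with the families of Figure 5a, for which all arms in the table were taken, and the 5 DE entries with the largest positive and the 5 with the largest negative change in each comparison with FA. miR-5126, miR-322-3p and the places among DE mature miRNAs of hairpins with a match in the RefSeq table were chosen after the values were seen. Alternatives for the pseudocount, the filter on low values, the scaling, isomiRs and genomic copies, the model and each pool left out were set before the data were examined. Those on the hairpins without a match in the RefSeq table, on a floor of 40 RPMMM, on the 50 miRNAs of Figure 4a and on the scaling of the trend tests were added after the data were seen. Before the settings for the closing tables were run, other combinations of unmoderated tests, entries and filters were also tried to see whether they gave the paper's numbers of DE miRNAs; none gave both, and none is used here. Reads of tRNAs and other small RNAs, mRNA, particle and flow cytometry data and RT-qPCR were not analysed here.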

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

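The tests in this part were chosen only after the results were seen.

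Signals above the FA level were present for 4 hairpins that the paper does not discuss and that the RefSeq table does not list. After 2 ppm O_3_ the mean of all entries of miR-5115 was 190294 RPMMM, against 1281 RPMMM in FA. For miR-5109 it was 50448 RPMMM against 1475 RPMMM, for miR-5105 12615 RPMMM against 360 RPMMM, and for miR-5102 3683 RPMMM against 101 RPMMM. Each rose with the O_3_ concentration in all 27 pairs of pools (exact permutation test, two-sided, p = 0.00119, the smallest that the pools allow). The lower depth of the 2 ppm O_3_ pools was tested on the number of reads, which was 34.6 times that in FA, so that depth did not produce the rise. Pool size was tested between the O_3_ concentrations, whose pools were of equal size. The level after 2 ppm O_3_ was 6.47 times that after 1 ppm O_3_, so that pool size did not account for that step. Pool size is not separable from exposure for the step from FA, and the exposure run could not be tested for either step. A candidate explanation is that pieces of other RNAs were counted as these miRNAs. If so, their reads should be spread over many 5′ ends, and in 4 of the 4 hairpins the largest entry held a smaller share (between 25.1% and 38.1% after 2 ppm O_3_) than the 5th percentile of 98 mature miRNAs of listed hairpins (70.1%). miR-2137 itself, at 65.0%, was also below that percentile. The share of isomiRs per hairpin was tried first and did not separate the hairpins: it was above 50% in 11 of 105 hairpins, of which 4 were unlisted. The rise therefore cannot be told apart from pieces of other RNAs, whose sequences were not analysed here.

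The effect of O_3_ on miR-378-3p differed between the concentrations: its log2 fold change between 2 ppm and 1 ppm O_3_ was 1.60 (adjusted p = 0.00014 from limma, higher in 3 of 3 pools), the opposite of the direction against FA. Under median-of-ratios scaling it was 2.21. With the total taken without miR-2137 and the unlisted hairpins it was 2.35. The median log2 fold change of all entries in this comparison was -0.69 with the fixed total and 0.021 under median-of-ratios scaling. Scaling to the fixed total thus went with lower values after 2 ppm O_3_, the opposite of the rise of miR-378-3p. These values argue against scaling to the total as the source of this rise. All pools compared here held 3 mice. Whether the lower level after 1 ppm O_3_ is biological was not settled. Other technical explanations, such as the exposure run or the composition of cells behind each pool, were not tested.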

How the results depend on the processing

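The alternatives that leave out the hairpins without a match in the RefSeq table and the floor of 40 RPMMM were chosen only after the results were seen. So were the set of Figure 4a and the scaling of the trend tests. The other alternatives were set before the data were examined. No paired analysis was possible because the pools of the exposures share no numbers. Where a value changed below, the cause was not tested unless one is named.

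More entries were DE after 2 ppm than after 1 ppm O_3_ in every setting tried. After 1 ppm O_3_ the count was 61, and it was 13 with each mature miRNA tested once, 27 with an ordinary linear model without moderation and 17 without the unlisted hairpins. After 2 ppm O_3_ it was 201, and it was 120 under median-of-ratios scaling, 86 with each mature miRNA tested once and 126 with the total taken without miR-2137 and the unlisted hairpins. Between 2 ppm and 1 ppm O_3_ it was 155, and in the same settings 81, 60 and 85. Other settings gave higher counts, such as 250 after 2 ppm O_3_ without a filter on low values. Over all settings the counts ranged from 13 to 67 after 1 ppm O_3_, from 86 to 250 after 2 ppm O_3_ and from 60 to 178 between them. Across the 9 fits that each left out one pool, the counts ranged from 44 to 60, from 180 to 208 and from 102 to 146.

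The share of DE entries lower than in FA depended on the processing. After 1 ppm O_3_ it was 21.3%, and it was 69.2% with each mature miRNA tested once, 11.1% with the ordinary linear model, 58.8% without the unlisted hairpins and 37.3% with values below 40 RPMMM set to 40; with one pool left out it ranged from 11.3% to 28.3%. After 2 ppm O_3_ it was 67.2%, and it was 56.1% with the total taken without miR-2137, 27.5% under median-of-ratios scaling, 86.0% with each mature miRNA tested once, 87.4% without the unlisted hairpins and 22.2% with the total taken without miR-2137 and the unlisted hairpins; with one pool left out it ranged from 63.1% to 70.7%. Median-of-ratios scaling takes most miRNAs as unchanged, and RPMMM take the total as unchanged; the values alone do not say which holds.

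The first component held 94.3% of the variance of the 50 entries. It held 78.1% with the 50 chosen on the log scale, 58.3% with all entries above 50 RPMMM, 34.02% with all entries, 81.2% with unit variance, 95.1% with the total taken without miR-2137, 95.8% under median-of-ratios scaling, 88.1% without the unlisted hairpins, 95.5% with the total taken without both, and 88.0% for the miRNAs of Figure 4a; with one pool left out it ranged from 93.2% to 95.1%. The difference in distance, 1 ppm to 2 ppm minus 1 ppm O_3_ to FA, was -12.3 and reversed to 0.39 with all entries above 50 RPMMM, where the distances did not differ (exact permutation test, two-sided, p = 0.9), and to 3.01 with unit variance, where the difference in correlation reversed as well, from 1.07 to -0.61. The difference in distance shrank to -1.43 without the unlisted hairpins and to -1.08 for the miRNAs of Figure 4a. With one pool left out the difference in distance ranged from -14.9 to -9.97 and the difference in correlation from 0.304 to 1.50.

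The coefficient of variation of miR-23a-3p was 10.8%, and it was 14.5% with the total taken without miR-2137, 25.3% under median-of-ratios scaling and 30.3% with the total taken without miR-2137 and the unlisted hairpins; with one pool left out it ranged from 9.18% to 11.6%. Its log2 fold change between 2 ppm and 1 ppm O_3_, -0.19, reversed in these scalings to 0.067, 0.43 and 0.56. That of miR-744-5p, -0.53, reversed to 0.080 under median-of-ratios scaling and to 0.21 with the total taken without both sets. That of miR-99b-5p after 2 ppm O_3_, -0.71, reversed to 0.15 with the total taken without both sets, and its ordered pairs, less those of no trend, reversed to 3.5. For miR-10a-3p after 1 ppm O_3_ the log2 fold change was 0.03, and it reversed to -0.089 with arithmetic means and to -0.030 with the floor, and ranged from -0.57 to 0.38 with one pool left out. For miR-99b-3p between 2 ppm and 1 ppm O_3_ it was -1.92 and ranged from -3.16 to 0.37.

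The log2 fold change of miR-2137 after 1 ppm O_3_ was 4.56 in the ordinary linear model too, where it was no longer DE (the adjusted p ranged from 1.89e-07 to 0.0943 over its settings). miR-22-3p was DE after 2 ppm O_3_ in 26 of 26 settings and miR-378-3p in 23 of 26. A count was made of 92 results. They were those for single miRNAs, without miR-2137 against FA, and the share of lower DE entries between 2 ppm and 1 ppm O_3_. These gave 1793 values under the alternatives, of which 1674 were unchanged in label, 72 became weaker, 27 stronger, 12 reversed and 8 moved. For single miRNAs, unchanged means the same direction and the same side of the threshold. The 8 that moved all belong to the share of lower entries.

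The 2 ppm O_3_ pools held 0.419 times the miRNA reads of the FA pools, so that a miRNA listed at 0 there is less well bounded. Of the 135 entries lower after 2 ppm O_3_, 29 were listed at 0 in at least 1 of those pools and 7 in all of them.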

Differences from the paper's values

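The alternatives named as added were chosen only after the values were seen; the others were set before the data were examined.

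The paper gives 16 DE miRNAs after 1 ppm O_3_, and 61 entries were DE here. The criterion used for a difference was a limit on the ratio of a value to the paper's, so that a value within it can still differ from the paper's. Of the alternatives set before the data were examined, testing each mature miRNA once gave 13, within this criterion. The others, between 27 and 66, did not close the gap. Leaving out the hairpins without a match in the RefSeq table, added after the values were seen, gave 17. The paper gives 99 DE miRNAs after 2 ppm O_3_, and 201 entries were DE here. A filter at 200 RPMMM gave 146, median-of-ratios scaling 120 and testing each mature miRNA once 86, and the other alternatives set before the data were examined did not close the gap; the total taken without miR-2137 and the unlisted hairpins, added after the values were seen, gave 126. Counted after the values were seen, the DE entries without an isomiR suffix numbered 15 after 1 ppm O_3_ and 99 after 2 ppm O_3_.

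The number of higher miRNAs was about 5 in Fig. 3b, read by eye, against 48 here, and 4 with each mature miRNA tested once; leaving out the unlisted hairpins, added after the values were seen, gave 7. It was about 8 in Fig. 3c, read by eye, against 66 here, and 12 with each mature miRNA tested once. No other alternative set before the data were examined closed either gap. The first component held about 43% in Fig. 3a, read by eye, against 94.3% here; with all entries above 50 RPMMM it held 58.3% and with all entries 34.02%, and the other alternatives set before the data were examined did not close the gap. The second component held about 14% in Fig. 3a, read by eye, against 3.26% here; it held 11.3% with all entries above 50 RPMMM, 14.1% with all entries and 14.7% with unit variance, and not so in the other alternatives set before the data were examined. Alternatives added after the values were seen gave 9.73% without the unlisted hairpins and 10.0% for the miRNAs of Figure 4a.

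For miR-2137 after 1 ppm O_3_ the paper gives a 14-fold increase, and the fold change of the mean log2 values here was 23.5. The ratio of arithmetic means was 14.7, and with single pools left out the fold was 20.4, 17.2 or 16.3 in 3 of the 9 fits; the other alternatives set before the data were examined did not close the gap. For 2 ppm O_3_ the paper gives 120-fold against 105 here, which is within the criterion, while the ratio of arithmetic means was 64.1.

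The paper states that more miRNAs were down- than upregulated at both concentrations; after 1 ppm O_3_ 48 entries were higher and 13 lower here, and 4 were higher and 9 lower with each mature miRNA tested once. Leaving out the unlisted hairpins, added after the values were seen, gave 7 higher and 10 lower. The paper names miR-2137 as the most upregulated at both concentrations; here, among DE entries, 5 entries of miR-5115 had the largest changes, and miR-5126, with a mean of 5.21 RPMMM in FA, was ahead of miR-2137 after 2 ppm O_3_. Of these 5 entries, 4 were listed at 0 in every FA pool, so that the size of their change rests on the value added before the log. With a pseudocount of 10, set before the data were examined, and with the floor of 40 RPMMM, added after the values were seen, miR-2137 was in place 1 among the DE mature miRNAs of listed hairpins after both concentrations; with that floor 2 entries of miR-5115 were ahead of it after 1 ppm O_3_ and 9 after 2 ppm O_3_. The paper names it as the most highly expressed at both concentrations; it was at rank 6 after 1 ppm O_3_ here. The paper names miR-378-3p and miR-351-5p as the most downregulated; here, among the DE mature miRNAs of listed hairpins, miR-127-3p had a larger decrease after 1 ppm O_3_, and after 2 ppm O_3_ miR-351-5p was in place 17 and miR-378-3p in place 77. Of the 16 entries ahead of miR-351-5p, 13 were listed at 0 in at least 1 pool after 2 ppm O_3_, and with that floor it was in place 7, while miR-378-3p was in place 77 there too. The paper describes FA and 1 ppm O_3_ as closer to each other than to 2 ppm O_3_. The distances here were 25.8 to FA and 13.5 to 2 ppm O_3_, and the correlations -0.61 and 0.46. For the miRNAs of Figure 4a, added after the values were seen, the distances were 10.5 and 9.40 (exact permutation test, two-sided, p = 0.7). Without the unlisted hairpins, also added, they were 10.5 and 9.06 (exact permutation test, two-sided, p = 0.5). The large difference in distance thus rests on those hairpins, while the correlations kept their order in both sets. The paper's order was reached with unit variance, by distance (7.79 and 10.8) and by correlation (0.13 and -0.48). With all entries above 50 RPMMM it was not reached: the distances, 52.5 and 52.9, did not differ (exact permutation test, two-sided, p = 0.9), and the correlations were -0.21 and -0.060.

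The paper marks the miR-744 family as having a DE member; miR-744-5p was not DE here. It was DE after 1 ppm O_3_ in 4 of 25 settings, which were a pseudocount of 10, limma without the variance trend, FA pool D left out and the floor of 40 RPMMM, the last added after the values were seen. After 2 ppm O_3_ it was DE in 3 of 25 settings, which were median-of-ratios scaling, FA pool D left out and the total taken without miR-2137 and the unlisted hairpins, the last added after the values were seen.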

Other observations

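Of the tests in this part, that on red blood cell miRNAs was set before its result was seen, and the others were chosen only after the results were seen.

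Other splits of the pools were counted for each comparison. For 1 ppm O_3_ and FA, 1 of the 10 splits of the 6 pools, the real one, gave as many DE entries, and the largest count in another split was 1. For 2 ppm O_3_ and FA it was 1 of the 10 splits, and for 2 ppm and 1 ppm O_3_ 1 of the 10 splits, with 0 DE entries in the other splits. With 3 pools against 3 this share cannot be under 0.1 whatever the data, so the share alone decides nothing.

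Most entries DE after 2 ppm O_3_ were lower than in FA, and a few entries took a large share of the total. With the total taken without miR-2137 and the unlisted hairpins, 28 of the 135 lower entries were still DE and lower. This change of total raised the log2 fold changes of these entries by nearly the same amount (quartiles 0.851 and 0.860); all 135 stayed below 0 and 56 kept an adjusted p below 0.05. The count therefore follows from the size of the shift and does not test dilution. The minimum of about 10 reads was tested by setting values below 40 RPMMM to 40, and 124 of the 135 were still DE and lower. Only 34 of the 135 had a value below 40 RPMMM in an FA or 2 ppm O_3_ pool and were moved by this floor; 23 of them were still DE and lower and 11 were not, so that for those 11 the decrease cannot be told apart from the effect of the minimum. The other 101 had no such value. A decrease in the cells or in the loading of EVs was not tested here, and the direction of the majority cannot be told apart from the effect of scaling to a fixed total.

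The coefficient of variation of miR-23a-3p was 30.3% with the total taken without miR-2137 and the unlisted hairpins, and its level then rose with the concentration in all 27 pairs of pools. A change of total by itself makes an entry with even RPMMM vary, so the low variation of miR-23a-3p cannot be told apart from an effect of scaling to a fixed total.

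In FA pool D the miR-2137 entries held 6407 RPMMM, against 784 and 793 RPMMM in the other FA pools. Carry-over of reads from O_3_ libraries was tested on miR-5115, as abundant as miR-2137 after 2 ppm O_3_: its level in pool D minus the mean of the other FA pools was -649 RPMMM, so that miR-5115 was not raised there and carry-over did not account for the difference. No other explanation was tested.

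miR-451 was lower after 1 ppm O_3_ than in FA, with a log2 fold change of -2.52 (adjusted p = 0.0298 from limma). Less red blood cell RNA in those pools was tested on 6 other entries of red blood cell miRNAs, of which 1, miR-486-5p, had a log2 fold change of -1 or lower (-1.93, adjusted p = 0.0644 from limma). The other 5 entries were of miR-16, miR-25-3p and miR-92a, of which miR-16 and miR-92a were listed as 2 copies each, and their share from red blood cells was not measured, so that less red blood cell RNA is not excluded. No biological explanation was tested.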
